A study of Mus musculus with 12 samples. Its data were reported in "TIP60/KAT5 is required for neuronal viability in hippocampal CA1" (2019).

How the data were processed

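CA1 tissue of 6 control and 6 Tip60 cKO mice was profiled by RNA-Seq. Control mice carried the floxed Tip60 gene without Cre, and Tip60 cKO mice also carried a Camk2a-driven tamoxifen-inducible Cre. According to the study's methods, dorsal CA1 of both hemispheres of a mouse was pooled. Total RNA was extracted with phenol and chloroform and made into libraries with a TruSeq kit per the labels. The strandedness of the libraries is not given in the sources used here, so a gene and an antisense partner cannot be told apart. Replicate numbers name libraries only.

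The authors deposited FPKM values, 1 per library and gene row, which are scaled by transcript length and sequencing depth and are not counts. The submitters' processing notes name CASAVA 1.8.2, FastQC 0.10.0, TopHat2 2.0.8 and bedtools 2.16.2 and the mm9 build of the mouse genome. The program and annotation that turned alignments into FPKM are not given in the sources used here. The study's own analysis, with other software on mm10 and a count test, is a separate processing of the same samples, so counts of changed genes here are not directly comparable with it. Because values were scaled to a total that the table does not hold in full, a shift shared by many genes cannot be told from a shift in that total. Members of gene families, whose reads may be split between near-identical copies, are less certain than single-copy genes.

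The table used here held 10383 rows and 10245 gene symbols, among them 8410 (38.4%) of the 21896 RefSeq protein-coding genes, with a share of 50.3% for genes with 1 coding transcript and 22.8% for genes with more. Kat5 and many genes of synapses and histone acetylation were not analysed here. After removal of 100 exact repeat rows, rows of the same symbol were summed. Set aside were 524 small RNA genes, 2417 genes at 0 in every library and 43 genes with isolated exact 0 values but a median of at least 1 FPKM among their other libraries, which can be failed estimates. Another 3 genes with 0 values were kept because they were near 0 throughout one genotype, a choice made after the values were seen. Of the 7261 genes left, the 2417 with a mean of at least 0.5 FPKM were tested.

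Depth was estimated from the smallest values. Among 1096 genes with 1 annotated transcript, FPKM times transcript length piled up at the level of 1 read in each library, which gave 31.3 to 38.1 M reads (M, mega). At that depth a gene at 0.5 FPKM is measured from few reads, so its values carry more counting error than those of abundant genes. No pair of libraries looked like a repeat of the same library, since at most 0.124% of tested genes had the same value in any 2 libraries.

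Before the data were examined, a count model was planned, with a log-scale test if the values were not counts. The log-scale test was used: limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a mean-dependent prior and robust variance estimates, 6 against 6 libraries without covariates, and Benjamini-Hochberg adjustment. Log2 changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values, and ratios of group means are given beside them. Genes were called at an adjusted p below 0.05 with a fold of FPKM + 1 above 1.2 or above 2. In simulated data with the spread of the real 2417 genes, 200 were changed, and recovery was counted at an adjusted p below 0.05 without the fold threshold. Recovered were 42% of 50 genes changed 1.2-fold, 84% of 50 changed 1.5-fold, 94% of 50 changed 2-fold and 96% of 50 changed 3-fold. Of the calls, 2.47% were of unchanged genes. That share holds for independent noise, 200 of 2417 genes changed up and down alike and no shift shared by many genes. It is not an estimate of the share of false calls in the real data, where 1321 genes passed. In a separate simulated set with genes drawn independently, the 1 list given a shift was called and none of the other 15 was. That set cannot speak to correlation between genes.

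Of 39 gene lists fixed in advance, the 16 with at least 5 tested members were compared with all other tested genes by camera with a preset correlation of 0.01 between genes, with adjustment over the 16 lists, and again with an estimated correlation and with fry, which asks whether a list's genes move one way on balance and does not compare them with other genes. The remaining 23 lists had fewer tested members, and not every one of them is reported here. The genes named in the text follow a rule fixed in advance: the 8 largest rises and 8 largest falls among genes past an adjusted p of 0.05 with a mean above 2 FPKM and no overlap between the groups, leaving out predicted and RIKEN genes; of each list, up to 3 changed members in its main direction and 1 in the other; and genes the study singles out, of which Actb was in the table. The planned rule used a mean in counts, replaced here by the mean above 2 FPKM. Ttr, Gcg, Crh, Rgs4, Nptx2, Fbxo33, Klf10, Tmem119 and Olig1 are named outside the rule and were chosen after their values were seen, as were the genes of low mean named in the closing part. Samples were compared by principal components of the 500 most variable tested genes, without a test.

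Alternatives were median-ratio and upper-quartile scaling, no filter on low values, a minimum of 1 FPKM in at least 6 libraries, a test of the fold itself (treat), unmerged rows and each library left out in turn. Chosen after seeing the data were pseudocounts of 0.1 and 0.5, a mean of at least 1 FPKM, a pseudocount of 0.1 with a mean of at least 0.1 FPKM, and keeping the genes with isolated 0 values. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.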

Results

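RNA-Seq measured transcript levels in the hippocampal CA1 region, a band of excitatory pyramidal neurons needed for spatial memory, of male C57BL/6N mice. Tip60 (gene symbol Kat5) encodes a lysine acetyltransferase that acetylates histones and other proteins. In Tip60 conditional knockout (cKO) mice a tamoxifen-inducible Cre recombinase removes the gene from excitatory neurons of the adult forebrain. Control littermates were also given tamoxifen. The mice were treated at 2 months of age and CA1 was collected 10 days after the last injection, from 6 control and 6 Tip60 cKO mice, with 1 library per mouse. Values are in FPKM, which divides the fragments of a transcript by its length and by the sequencing depth. From the value that a single read takes in each library, the depth was estimated at 31.3 to 38.1 M reads (M, mega), with a mean of 35.5 ± 2.54 M (SD, n = 6) in controls and 33.8 ± 1.54 M (SD, n = 6) in Tip60 cKO mice (exact two-sided permutation p = 0.18). Kat5 itself was not analysed here, so the genotype labels could not be checked against the deleted gene. The table used held 10245 gene symbols, among them 38.4% of RefSeq protein-coding genes, and 2417 genes with a mean of at least 0.5 FPKM were tested.

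The libraries were first compared without regard to genotype, to find the main axis of difference. On the 500 most variable genes, the first principal component held 63.3% of the variance and placed the 6 control libraries between -6.92 and -6.14 and the 6 Tip60 cKO libraries between 5.25 and 7.70. The second component held 9.31% and both genotypes overlapped on it. Libraries of the same genotype correlated with r of 0.990 to 0.997 across tested genes, and libraries of different genotype with r of 0.980 to 0.987, where genes are not independent replicates.

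**Figure D1:**
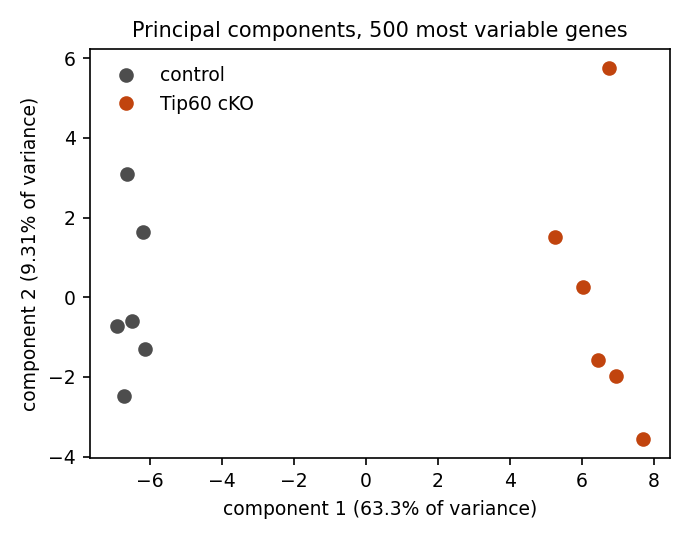
Each point is 1 CA1 library placed on the first (horizontal, 63.3% of the variance) and second (vertical, 9.31%) principal component of log2(FPKM + 1) of the 500 most variable genes, without units. The 6 Tip60 cKO libraries lie at 5.25 or above on the first component and the 6 control libraries at -6.14 or below.

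The next comparison asked which transcripts differ in CA1 between Tip60 cKO and control mice. Only the Tip60 cKO mice carried Cre, so an effect of Cre itself cannot be told apart from that of Tip60 loss. Crhbp, which binds corticotropin-releasing hormone, rose 3.38-fold from 13.7 ± 0.902 FPKM in controls to 46.3 ± 2.91 FPKM in Tip60 cKO mice (SD, n = 6 each), and Cort, the precursor of the neuropeptide cortistatin, rose 3.63-fold from 2.76 ± 0.551 to 10.0 ± 1.59 FPKM. Fos, an activity-induced transcription factor, rose 5.0-fold from 1.30 ± 0.606 to 6.53 ± 0.768 FPKM, and the immediate early gene Ier5 rose 2.32-fold from 8.83 ± 0.626 to 20.5 ± 2.02 FPKM. The largest fall was in Gng3, a G protein gamma subunit of neurons, from 77.1 ± 3.24 to 29.4 ± 2.76 FPKM.

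Among the other large rises, Syt9, a synaptotagmin of regulated secretion, went from 0.536 ± 0.0595 to 6.28 ± 0.768 FPKM, an 11.7-fold ratio. Crabp1, which binds retinoic acid in the cytoplasm, went from 0.897 ± 0.287 to 10.0 ± 1.84 FPKM, an 11.2-fold ratio. Peg10, an imprinted gene derived from a retrotransposon, rose 5.45-fold from 0.991 ± 0.0272 to 5.40 ± 0.440 FPKM. Art3 rose 2.67-fold with a wide spread between Tip60 cKO mice (7.14 ± 2.28 FPKM, against 2.68 ± 0.783 FPKM in controls). For these 4 genes the log2 changes of FPKM + 1 were 2.24 (SE 0.06), 2.54 (SE 0.11), 1.68 (SE 0.05) and 1.13 (SE 0.20), smaller than the ratios of means because the added constant weighs on low values.

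Tmem158, a membrane protein, fell from 21.6 ± 2.65 to 8.35 ± 0.674 FPKM, and Fabp3, a fatty acid binding protein, fell from 81.2 ± 3.79 to 34.8 ± 3.80 FPKM (SD, n = 6 each). Tceal5 fell from 66.6 ± 1.87 to 35.9 ± 2.73 FPKM and Snn from 85.7 ± 5.19 to 48.4 ± 2.37 FPKM. Cacng5, an auxiliary subunit of AMPA-type glutamate receptors, fell from 5.38 ± 0.713 to 2.69 ± 0.402 FPKM. It belongs to the list of CA2 and CA3 pyramidal neuron markers, of which 2 were tested. Mgat3, a glycosyltransferase that adds a bisecting branch to N-glycans, fell from 30.6 ± 1.29 to 17.5 ± 1.08 FPKM, and Fam163b from 28.4 ± 5.0 to 16.3 ± 2.69 FPKM. The 16 genes named so far among the largest changes were picked for an adjusted p below 0.05 and no overlap between the groups. The separation of their libraries is therefore a condition of the choice and not a result. Among them the largest adjusted p from limma was 0.000381, for Art3.

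**Figure D2:**
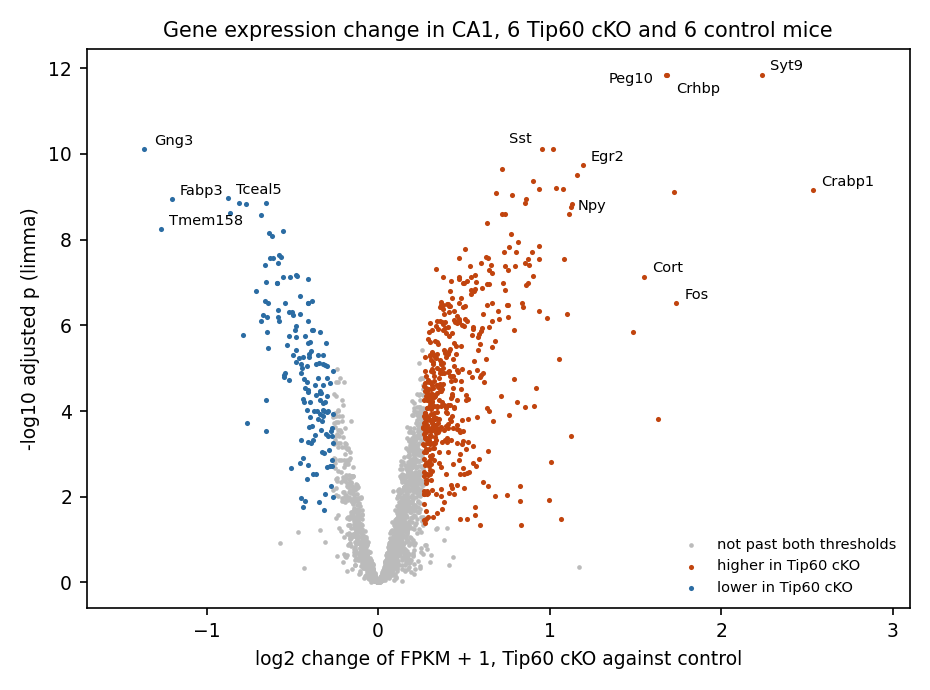
Each point is 1 of 2417 tested genes, with the log2 change of FPKM + 1 from control to Tip60 cKO on the horizontal axis and -log10 of limma's adjusted p on the vertical axis. The 480 genes past both thresholds on the right reach a log2 change of 2.54 (Crabp1), and the 157 on the left reach -1.36 (Gng3).

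In all, limma found 1321 genes with an adjusted p below 0.05. Of these, 480 were higher and 157 lower in Tip60 cKO by more than 1.2-fold, and 23 were higher and 3 lower by more than 2-fold. These folds are of FPKM + 1, so genes of low value with a larger ratio of means, such as Pole (3.14) and Ccl3 (4.18), are not among the 23. The 3 genes lower by more than 2-fold were Gng3, Tmem158 and Fabp3. In 609 genes every Tip60 cKO library lay above every control library, and in 201 below, where chance alone gives 0.108% of genes in each direction, or 2.62 genes. The split between higher and lower calls depended on the scaling. The median log2 change over tested genes was 0.09 with the values as deposited and 0.01 after median-ratio scaling, which gave 277 genes higher and 279 lower by more than 1.2-fold, so that the share of higher calls went from 75.4% to 49.8%. All 157 lower calls and 277 of the 480 higher calls were shared between both scalings. Upper-quartile scaling gave a share of 60.1%.

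**Figure D3:**
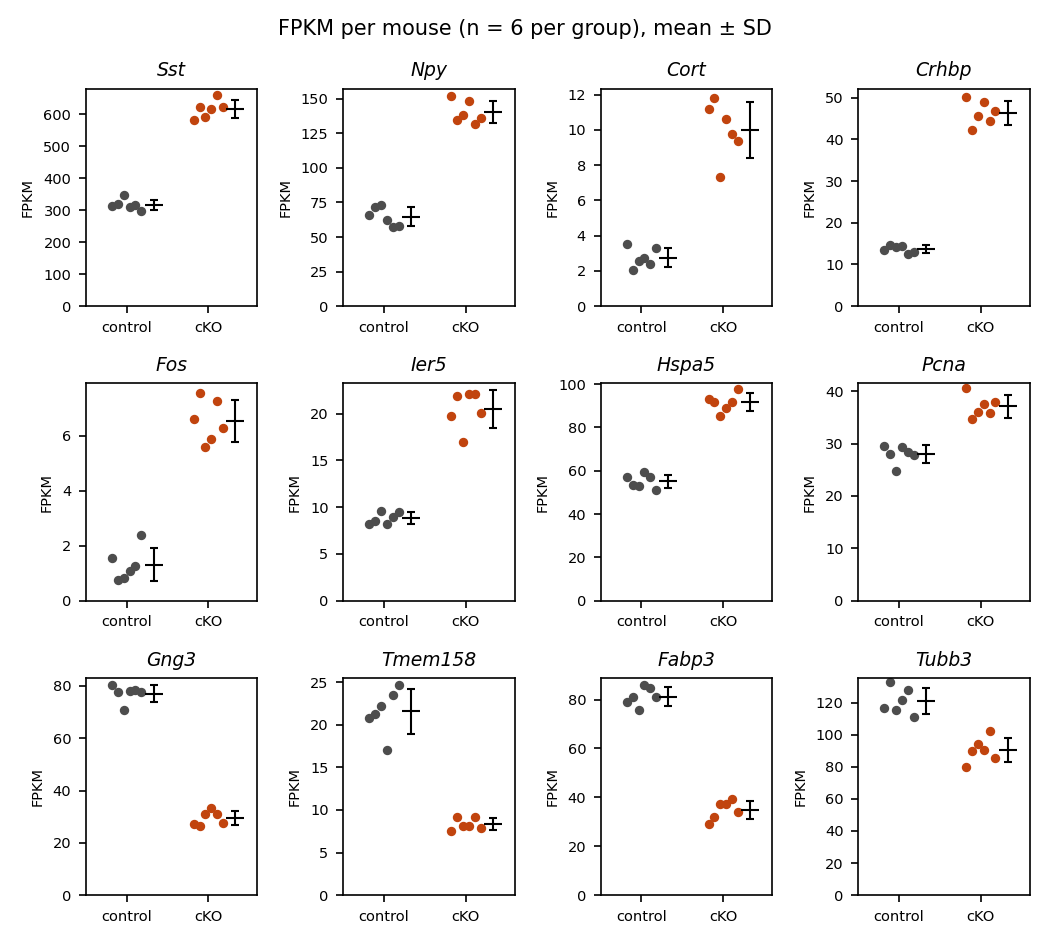
FPKM of 12 genes in each mouse (points, vertical axis from 0) for 6 control and 6 Tip60 cKO (cKO) mice, with the mean and SD beside the points. Sst, Npy, Cort, Crhbp, Fos, Ier5, Hspa5 and Pcna are higher and Gng3, Tmem158, Fabp3 and Tubb3 lower in all 6 Tip60 cKO mice than in any control mouse.

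Gene groups fixed before the data were examined were then compared, starting with those tied to neuronal signalling. Of 8 tested immediate early genes, which neurons switch on within minutes of activity, 6 rose, none fell and 2 passed neither threshold. Besides Fos, Egr2 rose from 0.237 ± 0.0778 to 1.82 ± 0.142 FPKM and Ier2 from 2.00 ± 0.416 to 3.58 ± 0.393 FPKM (SD, n = 6 each). As a group they missed the threshold against the other genes (camera adjusted p = 0.054; adjusted p = 0.73 with an estimated correlation). That call turned on single libraries, with an adjusted p of 0.030 without control replicate 1, 0.012 without control replicate 6, 0.048 without Tip60 cKO replicate 1 and 0.047 without Tip60 cKO replicate 4. After median-ratio scaling 4 of the 8 rose with an adjusted p of 0.019, and after upper-quartile scaling 5 rose with an adjusted p of 0.031, within a range of 0.012 to 0.73 over the alternatives of this test.

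Of the GABAergic interneuron markers, 3 were tested and all rose, too few for a group test. Sst, the peptide of a large class of inhibitory interneurons, rose 1.94-fold from 317 ± 16.4 to 616 ± 27.2 FPKM. Npy, the precursor of neuropeptide Y, rose 2.17-fold from 64.6 ± 6.78 to 140 ± 8.11 FPKM. Slc32a1, the vesicular GABA transporter found in all inhibitory neurons, rose 1.25-fold from 19.7 ± 0.623 to 24.5 ± 1.78 FPKM (SD, n = 6 each), although its log2 change of 0.30 came within 1.2-fold after median-ratio (0.19) and upper-quartile scaling (0.23). The transcription factor Pou3f1, the only CA1 pyramidal neuron marker tested, rose 1.90-fold from 28.9 ± 2.31 to 55.0 ± 5.87 FPKM. None of 5 dentate granule cell markers passed the thresholds in limma, with 0 also at an unadjusted p below 0.05 (camera adjusted p = 0.21; fry adjusted p = 0.37).

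Few genes of synapses and axons were in the table. Bdnf, a neurotrophin induced by activity, rose from 7.28 ± 0.617 to 10.3 ± 1.2 FPKM. Kcnh1, a voltage-gated potassium channel, fell from 5.11 ± 0.552 to 3.18 ± 0.373 FPKM. Of 3 tested genes of axon and neurite structure, the neuronal tubulin Tubb3 fell from 121 ± 8.11 to 90.4 ± 7.69 FPKM and Dpysl2, which helps microtubules assemble in growing axons, fell from 15.2 ± 0.993 to 12.4 ± 0.822 FPKM (SD, n = 6 each). The log2 change of Dpysl2 of -0.27 came within 1.2-fold without control replicate 4 (-0.24) and without Tip60 cKO replicate 1 (-0.26), 2 (-0.26) or 6 (-0.26). Actb, the cytoplasmic actin often used as a reference, was 539 ± 18.4 FPKM in controls and 482 ± 8.57 FPKM in Tip60 cKO mice, a log2 change of -0.16 (SE 0.03; limma adjusted p = 0.000168) that stayed within 1.2-fold, but reached -0.28 and passed both thresholds after median-ratio scaling. Yeats4, the only partner of the TIP60 complex tested, rose from 12.8 ± 0.622 to 17.4 ± 0.743 FPKM.

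Among genes of the cell cycle, 4 of 9 tested DNA replication genes and 4 of 6 tested mitosis genes rose and none fell; after median-ratio scaling 3 and 4 rose. Pole, a subunit of the leading-strand DNA polymerase, rose from 0.288 ± 0.0341 to 0.902 ± 0.0907 FPKM, and Gins1, a subunit of the replicative helicase, from 0.510 ± 0.110 to 1.30 ± 0.182 FPKM. Pcna, the sliding clamp of DNA polymerases, rose from 28.0 ± 1.74 to 37.1 ± 2.12 FPKM. The mitotic kinesins Kif11 and Cenpe rose from 0.375 ± 0.0502 to 0.798 ± 0.116 FPKM and from 0.333 ± 0.125 to 0.954 ± 0.408 FPKM, and Birc5 (survivin) from 0.502 ± 0.15 to 1.27 ± 0.239 FPKM (SD, n = 6 each). The uracil glycosylase Ung rose from 0.545 ± 0.0501 to 0.942 ± 0.152 FPKM. Neither group passed the test against the other genes (camera adjusted p = 0.21 for DNA replication and 0.15 for mitosis), but mitosis did with a pseudocount of 0.1 and genes down to a mean of 0.1 FPKM, chosen after seeing the data (adjusted p = 0.023; range 0.023 to 0.73 over the camera alternatives). Both had an adjusted p = 0.73 with an estimated correlation, and an adjusted p = 0.54 with an estimated correlation under that lower filter. Of 6 tested p53 targets, Cdkn1a rose from 0.901 ± 0.121 to 1.63 ± 0.401 FPKM and Sesn1 fell from 18.9 ± 0.904 to 14.1 ± 1.01 FPKM (camera adjusted p = 0.42, downward, with a median log2 change of -0.03 and a mean of 0.01).

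Groups of stress and metabolism were examined next. Hspa5, the main chaperone of the endoplasmic reticulum, rose 1.66-fold from 55.2 ± 3.08 to 91.6 ± 4.19 FPKM, and Sdf2l1 rose 1.59-fold from 5.18 ± 0.737 to 8.23 ± 0.424 FPKM; the other 4 tested genes of this stress response did not pass (camera adjusted p = 0.88). Of 6 heat shock genes only Hspb1 rose, from 3.36 ± 0.518 to 4.34 ± 0.552 FPKM (camera adjusted p = 0.88), and its limma adjusted p of 0.00833 was 0.060 after median-ratio scaling, the highest of a range from 0.00236 over all alternatives. The log2 change of Hspb1 of 0.29 came within 1.2-fold after both scalings (0.20 and 0.23) and without control replicate 2 (0.26) or 4 (0.26) or Tip60 cKO replicate 6 (0.26). The 6 tested cholesterol synthesis genes were lower as a group (camera adjusted p = 0.00507; adjusted p = 0.73 with an estimated correlation), although only Idi1, which makes dimethylallyl diphosphate, passed both thresholds, falling from 14.6 ± 1.44 to 10.9 ± 1.11 FPKM. The 7 oxidative phosphorylation genes were also lower as a group (camera adjusted p = 0.016; adjusted p = 0.73 with an estimated correlation), with a median log2 change of -0.19 and none past both thresholds in limma, although 5 were lower and 1 higher at an unadjusted p below 0.05. After median-ratio scaling 4 of the 6 and 4 of the 7 fell. Of 20 cytoplasmic ribosomal protein genes, 3 rose, Rps20 from 208 ± 8.75 to 281 ± 13.2 FPKM, Rplp1 from 812 ± 35.1 to 1060.3 ± 50.4 FPKM and Rps9 from 217 ± 7.92 to 262 ± 9.01 FPKM (camera adjusted p = 0.14), whereas after median-ratio scaling 2 rose and 1 fell. The log2 change of Rps9 of 0.27 came within 1.2-fold with that scaling (0.15), with upper-quartile scaling (0.20) and without control replicate 1 (0.26) or 3 (0.25).

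The last groups cover immune genes and cells other than neurons. Of 8 tested disease-associated microglia genes, 5 rose and none fell, and 4 rose after median-ratio scaling (camera adjusted p = 0.14, and 0.014 with a pseudocount of 0.1 and genes down to a mean of 0.1 FPKM, chosen after seeing the data; range 0.014 to 0.73 over the camera alternatives). This list had an adjusted p = 0.73 with an estimated correlation, and an adjusted p = 0.54 with an estimated correlation under that lower filter. Lyz2, or lysozyme, rose 1.6-fold from 3.97 ± 0.225 to 6.35 ± 0.812 FPKM, the lysosomal protease Ctsd rose from 121 ± 6.2 to 151 ± 10.2 FPKM, and the chemokine Ccl6 rose 2.72-fold from 0.953 ± 0.202 to 2.60 ± 0.851 FPKM (SD, n = 6 each). Of 8 general microglia markers, the complement genes C1qa (32.6 ± 2.39 to 43.4 ± 4.18 FPKM) and C1qc (30.7 ± 2.36 to 38.9 ± 3.83 FPKM) and the adaptor Tyrobp (20.9 ± 1.70 to 28.5 ± 4.06 FPKM) rose, while P2ry13, a purinergic receptor of resting microglia, fell from 5.34 ± 0.468 to 4.17 ± 0.516 FPKM. As a group they did not pass the test (camera adjusted p = 0.88, downward, with a median log2 change of 0.13), and after median-ratio scaling 2 rose and 2 fell. After median-ratio and upper-quartile scaling the log2 changes of C1qc (0.21 and 0.26) and Ctsd (0.19 and 0.24) came within 1.2-fold, as did that of P2ry13 without Tip60 cKO replicate 3 (-0.26). Of 6 tested cytokine genes, Ccl3 rose from 0.260 ± 0.0780 to 1.08 ± 0.159 FPKM and Ccl4 from 0.205 ± 0.124 to 0.898 ± 0.331 FPKM (camera adjusted p = 0.59). None of 5 tested type I interferon response genes passed in limma, with 0 also at an unadjusted p below 0.05 (camera adjusted p = 0.88; fry adjusted p = 0.14).

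Of 6 tested genes of meninges and fibroblasts, Mgp rose from 13.1 ± 2.13 to 20.7 ± 2.07 FPKM and Dcn, which encodes a proteoglycan of the extracellular matrix, from 3.42 ± 0.740 to 5.63 ± 1.07 FPKM (SD, n = 6 each; camera adjusted p = 0.63). Among 5 endothelial and mural cell markers only Acta2 rose, from 5.65 ± 0.871 to 7.02 ± 1.15 FPKM (camera adjusted p = 0.88), and its limma adjusted p of 0.035 became 0.15 after median-ratio scaling (range 0.0094 to 0.15 over the alternatives). That call was also lost without control replicate 1 (adjusted p = 0.074), 2 (0.055), 3 (0.072) or 4 (0.076) and without Tip60 cKO replicate 2 (0.07), 5 (0.069) or 6 (0.075). Dynlrb2, a dynein light chain of motile cilia, rose from 0.359 ± 0.349 to 0.947 ± 0.501 FPKM (limma adjusted p = 0.033; range 0.00802 to 0.074), a call lost without control replicate 1 (0.074), 2 (0.071), 3 (0.056) or 5 (0.067) and without Tip60 cKO replicate 1 (0.069), 3 (0.053) or 6 (0.072). Adjusted over the list alone, Acta2 did not pass, and the counts of all other tested groups were the same as over all genes. The choroid plexus transcript Ttr, named after its values were seen, was 201 FPKM in Tip60 cKO replicate 1 and at most 0.911 FPKM in the other libraries, and 438 of the 480 higher and 152 of the 157 lower calls were shared with a comparison without that library, which gave 456 and 162. With an estimated correlation, camera placed none of the 16 tested lists past an adjusted p of 0.05 and 0 past an unadjusted p of 0.05, whereas fry placed 10 higher and 2 lower past an adjusted p of 0.05. Among the 10 by fry adjusted p were immediate early genes (2.98e-05), DNA replication (2.98e-05), mitosis (7.42e-05), endoplasmic reticulum stress (6.62e-05) and cytokines (0.000164). The rest were disease-associated microglia, ribosomal protein, meninges, endothelial and heat shock lists (0.000152 to 0.0282). Since fry does not compare a list with other genes, a shift shared by many genes also counts.

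**Figure D4:**
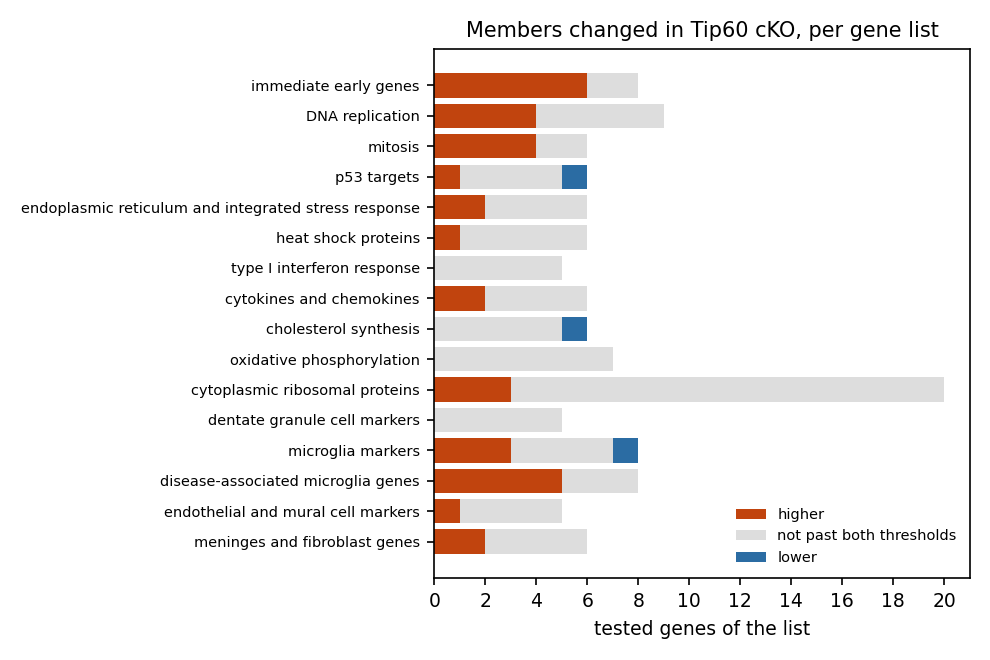
Number of tested genes (horizontal axis) of 16 gene lists fixed in advance that were higher, lower or not past both thresholds (limma adjusted p 0.05 and 1.2-fold) in 6 Tip60 cKO against 6 control mice. Immediate early genes had 6 of 8 members higher and ribosomal protein genes 3 of 20, with the values as deposited; after median-ratio scaling the ribosomal list had 2 higher and 1 lower.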

Values the study reported

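With an adjusted p-value below 0.05 and a fold change above 1.2, the study counted 3502 genes as upregulated and 2953 as downregulated in CA1 of Tip60 cKO mice at day 10. At a fold change above 2 its counts were 642 and 168.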

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

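For the genes of low mean, the tests on depth and on a uniform background were chosen only after the result was seen; the test on scaling was chosen after the pattern was seen, and that on the choroid plexus after Ttr was seen, each before its own result.

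Outside the tested genes, among the 4844 with a mean below 0.5 FPKM, all 6 Tip60 cKO libraries lay above all 6 controls in 287 and below them in 14, where chance gives 0.108% or 5.24 genes in each direction, and genes listed above 0 numbered 5379 ± 86.5 in controls and 5762 ± 74.1 in Tip60 cKO mice (SD, n = 6 each; exact two-sided permutation p = 0.00216, the smallest the permutations can give). Deeper sequencing was excluded as the source, since the Tip60 cKO library listed more genes in all 26 pairs in which it was the shallower one, and median-ratio scaling still left 231 genes above and 27 below. A uniform background such as genomic DNA would lift silent genes alike. The test asked whether the 287 genes gained over 10 times the mean gain of 1096 olfactory receptor genes. The ratio was 19.7 with a 95% interval from 9.38, which left it open. The share of olfactory receptor genes that gained as much as the lower quartile of the 287 was also looked at, 1.00%. Neither value can decide the question, because the 287 were picked for their gain and the olfactory receptor genes were not. More olfactory receptor genes lay above 0 in Tip60 cKO (93 to 117) than in control libraries (62 to 71), as background would give. But all Tip60 cKO libraries lay above all controls in 2 of 290 of them (Olfr214 and Olfr920, named after their values were seen). The same held in 0 of 102 vomeronasal receptor genes, against 5.92% of all genes of low mean. Among other families looked at after the values were seen, it held in 9 of 23 cornified envelope genes, 5 of 34 keratins and 2 of 14 serpin B genes. It also held in 3 of 31 developmental transcription factors usually silent in forebrain, all below a mean of 0.5 FPKM. The counts of the receptor and other families can include tested genes, and 609 of the 2417 tested genes showed the pattern. The 5.92% is thus not a matched share for these families. The counts of keratins and serpin B genes do not show that they stand out. In none of these groups did a gene have all Tip60 cKO libraries below all controls. Because the receptor genes lie near 0, background cannot be told apart from a change in the cells. RNA carried over from other tissue and a release of silent genes after Tip60 loss stay open as untested.

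Ttr, the most abundant transcript of the choroid plexus, stood apart in a single library, with 201 FPKM in Tip60 cKO replicate 1, 0.279 to 0.911 FPKM in the other 5 Tip60 cKO libraries and 0.268 to 0.689 FPKM in controls. All 9 of the other choroid plexus genes above 0 were also highest in replicate 1 among the Tip60 cKO libraries, where chance gives 1.5 (exact binomial p = 9.92e-08, one-sided), among them Clic6 at 0.993 FPKM, Aqp1 at 0.682 FPKM and Otx2 at 0.582 FPKM. The 9 genes were measured in the same library, so the p-value does not rest on 9 independent observations. The choroid plexus adjoins the hippocampus, and a small piece carried into that sample is the likely source. No biological explanation was tested.

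Of 136 groups of 6 libraries looked at for the printed genes and library measures, 13 held a library set apart from the other 5, where chance gives about 1 in 20. Besides Ttr, the library apart was Tip60 cKO replicate 6 for Crabp1 (13.7 FPKM, the others 8.71 to 10.1), replicate 2 for Yeats4 (18.9 FPKM, the others 16.8 to 17.5), replicate 5 for Cdkn1a (2.41 FPKM, the others 1.29 to 1.64), replicate 3 for Rps20 (255 FPKM, the others 283 to 292) and for Olig1 (36.6 FPKM, the others 43.9 to 47.1) and replicate 4 for Ccl6 (4.19 FPKM, the others 1.63 to 2.54). In controls it was replicate 3 for Gng3 (70.8 FPKM, the others 77.5 to 80.2) and for Pcna (24.7 FPKM, the others 27.9 to 29.5), replicate 4 for Dpysl2 (17.1 FPKM, the others 14.5 to 15.3), replicate 1 for Slc32a1 (18.5 FPKM, the others 19.6 to 20.2) and for Olig1 (32.7 FPKM, the others 37.5 to 39.7) and replicate 6 for Gcg (0.0559 FPKM, the others listed at 0).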

How the results depend on the processing

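Changes of the pseudocount and of the mean FPKM filter, and the keeping of genes with isolated 0 values, were chosen after seeing the data. Of 100 splits of the 12 libraries, the real one gave 637 genes past an adjusted p of 0.05 and 1.2-fold. The others gave at most 1. These splits mix both genotypes, so their low counts do not measure the calls expected without a genotype difference. The result speaks against a chance labelling of the libraries, but not against another factor shared by all libraries of a genotype. Genes more than 1.2-fold higher and lower numbered 277 and 279 after median-ratio scaling and 182 and 75 when the fold itself was tested, and 973 were higher with a pseudocount of 0.1 and a mean of at least 0.1 FPKM. Genes more than 2-fold higher numbered 75 and 44 with pseudocounts of 0.1 and 0.5, 163 with the lower filter as well and 7 when the fold was tested; those lower numbered 8 with a pseudocount of 0.1, 11 with the lower filter as well, 5 with isolated 0 values kept and 1 when the fold was tested. A smaller pseudocount shrinks low genes less and the test of the fold asks for more evidence by construction; for the scaling the cause was not tested. Lists higher past an adjusted p of 0.05 in camera were 0 with the values as deposited (3 at an unadjusted p), 1 after median-ratio scaling, 3 with the lower filter, 10 with fry and 0 to 1 with a library left out, immediate early genes being that list without control replicate 1 (0.030) or 6 (0.012) or Tip60 cKO replicate 1 (0.048) or 4 (0.047). The 2 lists lower became 0 with an estimated correlation, where cholesterol synthesis and oxidative phosphorylation both had an adjusted p of 0.73. Component 1 held 58.5% of the variance with all tested genes. Of the planned values of 66 named genes, 1024 kept their direction and their side of an adjusted p of 0.05, 20 no longer passed it, in Hspb1, Olig1, Acta2 and Dynlrb2, and 0 reversed, and all 320 added values kept them. With the 1.2-fold threshold counted as well, 38 values lost a call, in 9 of the 62 genes called, and 4 values gained 1, in Actb, Tmem119 and Olig1. The planned count-based alternatives and those on Kat5 were not run, since the values are not counts and Kat5 was not analysed here, and scaling by library size alone is that of the values as deposited. No paired analysis was possible because the labels give no replicate numbers. Depth limits mainly the genes of low mean.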

Other observations

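All comparisons of genes below 0.5 FPKM, the naming of Gcg, and the tests of interneuron and glial genes, were chosen after the data were seen; the test of activity-induced genes was set before its values were examined.

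With a pseudocount of 0.1 and genes down to a mean of 0.1 FPKM, more members of the proliferation groups could be tested. Of 15 mitosis genes 11 rose, of 11 DNA replication genes 7 rose and of 9 DNA repair genes 6 rose, and none fell. Cdc25c, a phosphatase that starts mitosis, went from 0.0495 ± 0.0213 to 0.561 ± 0.114 FPKM. Of 11 disease-associated microglia genes 8 rose, among them Cst7 from 0.138 ± 0.0824 to 0.513 ± 0.112 FPKM (SD, n = 6 each). Over 20 lists, camera gave adjusted p of 0.029 for mitosis, 0.018 for disease-associated microglia genes, 0.073 for DNA replication and 0.16 for DNA repair, and all 4 had an adjusted p of 0.54 with an estimated correlation.

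Gcg, which encodes proglucagon, was listed at 0 in 5 of 6 control libraries and lay between 0.988 and 2.79 FPKM in the Tip60 cKO libraries. It is 1 of the 3 genes with 0 values kept, after the values were seen, for being near 0 throughout one genotype. It met that rule through a single control value of 0.0559 FPKM and would otherwise have been set aside as a possible failed estimate. Its separation by genotype is therefore partly a condition of its being kept. Of 20 listed genes of the E2F and retinoblastoma family, 4 were above 0 and 1 was tested. None of the 4 had all Tip60 cKO libraries above or below all controls, where chance gives 0.108% in each direction. The 1 tested gene lies outside the genes of low mean, over which the shares were 5.92% above and 0.289% below. E2f1, which the study reported as upregulated, was not analysed here, so these few genes do not speak for the family. Pdgfrb, the only tested neighbour of Camk2a, the gene whose promoter drives Cre, was 5.0 ± 0.454 FPKM in controls and 5.53 ± 1.2 FPKM in Tip60 cKO mice (SD, n = 6 each; limma adjusted p = 0.36).

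Why interneuron peptides were higher was weighed next. If the samples held more interneuron RNA, other interneuron genes should rise about as much as Sst, by 0.96 on the log2 scale with a pseudocount of 0.1. The median of 8 others was 0.24 (95% interval over genes 0.09 to 0.32), with Slc32a1 at 0.32 and Calb2 at 0.00, although Crh rose by 1.42. Npy, Cort and Crhbp, with log2 changes of FPKM + 1 of 1.11, 1.55 and 1.69, were not among the 8, so the median depends on which genes were chosen. A loss of pyramidal neuron RNA should lift all other cell types alike, but 21 glial and vascular markers had a median of 0.17 (0.06 to 0.25), with Tyrobp at 0.44, Olig1 at 0.23 (within 1.2-fold, but 0.28 and past it without Tip60 cKO replicate 3, and adjusted p = 0.097 after median-ratio scaling; range 0.000186 to 0.097 over the alternatives) and Tmem119 at -0.22. As far as these panels go, more RNA of all interneurons alike and a loss of pyramidal neuron RNA therefore fall short as the whole source. A change confined to the Sst class of interneurons, or induction of the peptides by activity, may apply and was not tested.

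A hypothesis of raised neuronal activity was tested on 23 further activity-induced genes. Of these 9 rose, 1 fell and 13 did not pass, with Rgs4 from 38.4 ± 2.76 to 75.0 ± 10.4 FPKM, Nptx2 from 19.7 ± 2.28 to 35.0 ± 3.82 FPKM, Fbxo33 from 10.3 ± 0.761 to 15.5 ± 0.608 FPKM and Klf10 from 7.20 ± 1.02 down to 5.36 ± 0.723 FPKM (SD, n = 6 each). Their median log2 change was 0.23 (95% interval 0.14 to 0.31), against 0.09 for all tested genes. Camera gave p = 0.010 with the preset and p = 0.21 with an estimated correlation, so the values lean towards the hypothesis without deciding it, and handling at dissection cannot be told apart from activity in the living animal.

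The counts of changed genes here, 480 higher and 157 lower by more than 1.2-fold and 23 and 3 by more than 2-fold, came from fewer genes, another test, values as deposited without rescaling and folds of FPKM + 1. They are lower than the values quoted from the study above. The split between higher and lower is not comparable either, since median-ratio scaling gave 277 and 279 here.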
